A study of Mus musculus with 2 samples. Its data were reported in "Modulation of M2 macrophage polarization by the crosstalk between Stat6 and Trim24" (2019).

How the data were processed

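RNA from thioglycollate-elicited peritoneal macrophages of wild-type C57BL/6 mice was sequenced in 2 samples, 1 left nontreated (NT) and 1 stimulated for 6 h with IL-4. Groups were taken from the sample titles. The labels name the cells as peritoneal macrophages in one field and give bone marrow as the tissue in another, and the former was used. Per the labels and the methods of the study, total RNA was purified on columns and sequenced on an Illumina HiSeq at BGI. The authors mapped the reads to GRCm38/mm10 with Bowtie and quantified genes with RSEM, whose versions were not stated.

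The deposited tables hold an expected count for each gene, which is the RSEM estimate of the reads assigned to it and is not scaled for depth. Expected counts need not be whole, since reads that match several transcripts are divided among them by estimated abundance. Whole values made up 77.6% of those for NT and 77.8% of those for IL-4. The authors also gave FPKM values, scaled for transcript length and for the number of assigned fragments. Per the file headers, another column gives the length of each gene in bases, weighted over its transcripts, and it was used only for checks of length. The lowest FPKM listed was 0.01 in each table, so a gene that is absent from a table was set to 0 here. Genes are identified by NCBI gene number, and 15587 of 15623 were matched to a symbol through a RefSeq gene table for GRCm38, which also gave the coordinates (36 were not matched).

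The total was 11035641 expected counts in the NT sample and 11250099 in the IL-4 sample. The log2 ratio of IL-4 over NT was computed from counts scaled to these totals (CPM) with 0.5 count added in each library. For the test, expected counts were rounded to whole numbers, and 30 genes that rounded to 0 in both libraries were left out. Each of the other 15593 genes was tested with an exact two-sided conditional binomial test of its reads in IL-4 against the IL-4 share of the total, with Benjamini-Hochberg (BH) adjustment. A gene was called at a log2 ratio of at least 0.75 in size, a p-value of at most 0.05 and a BH-adjusted value of at most 0.5, the thresholds of the study for this comparison. With 1 sample per group no variation between animals could be estimated, so the test compares the libraries, not the conditions. Intervals are exact Clopper-Pearson 95% intervals of the IL-4 share of the reads of a gene, put on the log2 scale. The smallest abundance shown was set at 3 counts.

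The genes named for the main comparison were chosen by a rule set before the data were examined. They are 8 M2 genes, 4 pathway genes (Trim24, Crebbp, Ep300 and Stat6) and the 5 largest rises and 5 largest falls among called genes with at least 50 expected counts in the library with more. A tie for the last place among the rises was kept. Other genes are named as members of gene lists written before the data were examined, except Fam177a, Fam177a2 and the copies of Gm2026 and Sprr2a1, which were picked after seeing the data, and the adipocyte list, which was added later. The median log2 ratio of a gene list was described by its percentile among 10000 random lists of the same size, drawn for each gene from the 200 genes nearest in mean expression. Counting error of a list median came from 1000 Poisson redraws.

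Alternatives set before the data were examined were TMM scaling (edgeR 4.0.16), median-of-ratios scaling (DESeq2 1.42.0), a total without the 100 most abundant genes, FPKM with 0.1 or 1 added, and the edgeR exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4. Others were stricter or different thresholds and filters on low values. Alternatives added after seeing the data were subtraction of a length trend, subtraction of length and GC trends, and the use of genes with whole expected counts alone. The length trend of a gene was the median ratio of the genes nearest in length among those with at least 200 reads. GC content and the lengths of coding and untranslated regions came from GENCODE mouse release 21 through its RefSeq pairing. Similarity between gene copies was the share of 31-base words of a transcript found in the other.

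The calling procedure was tested on simulated libraries with the real totals and means. It recovered 100% of 200 genes changed by known amounts and called 15 unchanged genes. Recovery of these genes does not show how often genes with few reads, or changes close to the ratio threshold, would be called. The measured ratios of Trim24, Crebbp and Tgm2 were close to that threshold. In simulations with no changed gene, 0 genes were called with counting error alone. The number was 195 with a biological coefficient of variation of 0.1, 1126 with 0.2 and 4392 with 0.4. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3 were used. Reads were not analysed here, and neither were macrophages lacking Trim24.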

Results

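Gene expression was measured by RNA sequencing in thioglycollate-elicited peritoneal macrophages of wild-type C57BL/6 mice. These are macrophages drawn into the peritoneal cavity by an irritant and then purified by adherence. The cells were left nontreated (NT) or were stimulated for 6 h with interleukin-4 (IL-4), the Th2 cytokine that drives alternative (M2) polarization. Each of the 2 groups held 1 library, so there were no replicates and no difference below was checked against the spread between replicates. The NT library held 11035641 expected counts over 14842 listed genes. The IL-4 library held 11250099 expected counts over 14717 listed genes. The 10 most abundant genes took 17.4% of the counts in the NT library and 15.8% in the IL-4 library. At these depths the smallest abundance that could be shown (3 counts of the total) was 0.272 CPM (counts scaled to a common library total) in the NT library and 0.267 CPM in the IL-4 library. Intervals and floors here cover counting error only and treat reads as independent. PCR reads without molecular identifiers are not independent molecules, so the intervals may be too narrow.

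The study used this comparison to look for IL-4-regulated genes that could act on the acetylation of Stat6 by CBP, a lysine acetyltransferase encoded by Crebbp. A total of 15623 genes were listed in 1 or both libraries, of which 13936 were listed in both. Across the genes listed in both, the log2 abundances of the libraries had a Pearson correlation of 0.972, although genes are not independent replicates. Of 15593 genes with at least 1 read after rounding, 635 were higher and 979 were lower upon IL-4 stimulation, 1614 in total (10.4%). A gene was called when its log2 ratio was at least 0.75 in size, its exact p-value at most 0.05 and its Benjamini-Hochberg (BH) adjusted value at most 0.5. This test compares the reads of the 2 libraries, not the conditions. The median log2 ratio was 1.44 among the higher genes and -1.11 among the lower genes. Of the called genes, 507 had under 50 reads in both libraries. Among the called genes with at least 50 expected counts in the library with more, 50 rose and 4 fell by over 8-fold. The counts depended most on the variation assumed between animals. With an assumed biological coefficient of variation of 0.4, 65 genes were higher and 8 were lower. In simulations with no changed gene, the main thresholds called 1126 genes with a coefficient of 0.2 and 4392 with 0.4. The 1614 calls here were fewer than the latter, which argues against a value of 0.4 for every gene between these 2 libraries. They were not far above the former.

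**Figure D1:**
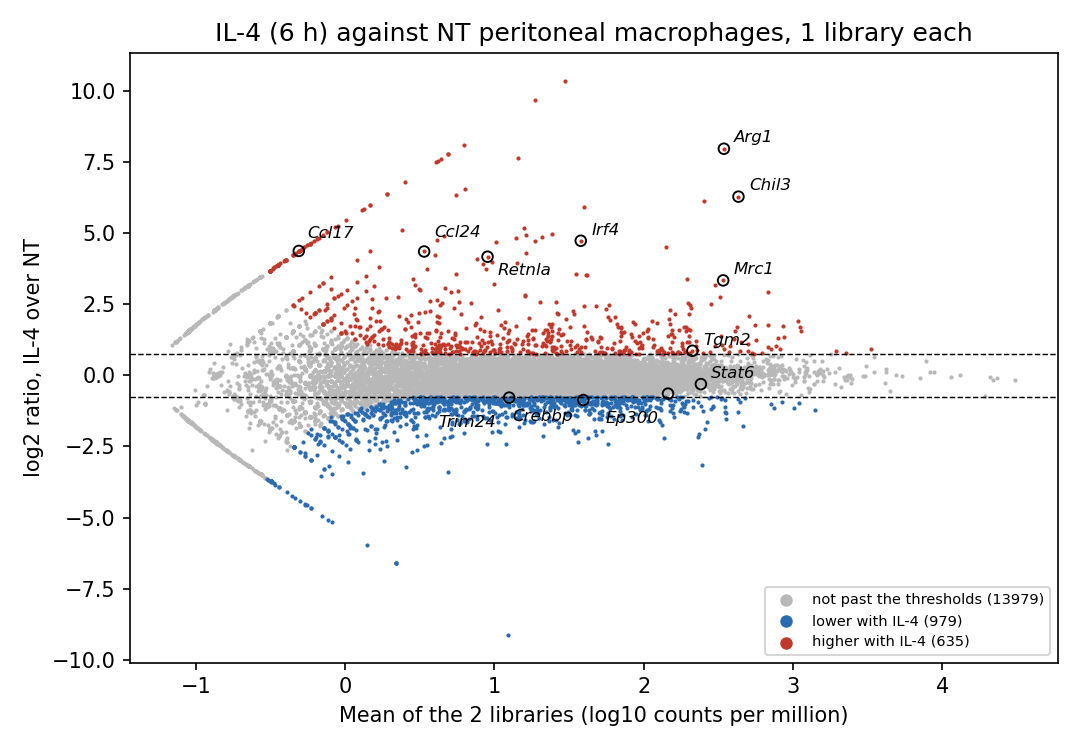
Each point is a gene, placed by its mean abundance in the 2 libraries (x axis, log10 CPM) and its log2 ratio of IL-4 over NT (y axis), with dashed lines at the threshold of 0.75 in either direction. Red points are the 635 genes called higher, blue points the 979 called lower and grey points the others, and Arg1, Chil3 and Mrc1 stand far above most genes of their abundance.

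To ask whether the stimulated cells had taken on the M2 program, 8 M2 genes named by the study were examined. All 8 were called higher in the IL-4 library at the main thresholds, but Tgm2 lost its call with an assumed coefficient of variation of 0.2 or 0.4, and at a log2 ratio of at least 1, and Ccl17 lost it with 0.4. Arg1 (chromosome 10, 24915207 to 24927470, GRCm38) rose from 30 to 7711 expected counts, or from 1.84 to 463 FPKM. Its log2 ratio was 7.95, with a 95% interval from 7.46 to 8.55. Chil3 (chromosome 3, 106147554 to 106167564) rose from 121 to 9566 expected counts, a log2 ratio of 6.27. Irf4 (chromosome 13, 30749233 to 30766981) rose from 30 to 820 counts, a log2 ratio of 4.72. Mrc1 (chromosome 2, 14229414 to 14332023) was already abundant in NT cells and rose from 679 to 6962 counts, a log2 ratio of 3.33.

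The remaining M2 genes were less abundant or changed less. Retnla (chromosome 16, 48842609 to 48844461) rose from 10 to 191 counts, a log2 ratio of 4.16. Ccl24 (chromosome 5, 135569935 to 135573123) rose from 3 to 72 counts, and its interval of 2.95 to 6.87 on the log2 scale was wide. Ccl17 (chromosome 8, 94809380 to 94812038) had 10 counts in the IL-4 library and was not listed in the NT library. The exact test gave Ccl17 a p-value of 0.00215 (BH-adjusted 0.00844), and its log2 ratio had a lower bound of 1.14 and no upper bound. Tgm2 (chromosome 2, 158116405 to 158146392) rose from 1662 to 3071 counts, a log2 ratio of 0.86 with an interval from 0.77 to 0.94. The median log2 ratio of the 8 genes was 4.35, with counting error from 3.87 to 4.94. It lay at percentile 100 of 10000 random gene lists matched on mean expression, of which the central 95% had medians from -0.36 to 0.29. Under the alternative that moved it most, FPKM with 1 added, the median was 3.30. Since the study had named these 8 as M2 genes, the percentile is a positive control and not an independent test.

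Trim24 (gene 21848), the E3 ubiquitin ligase that the study took forward, lies on chromosome 6 from 37870811 to 37968445. Its expected count was 174.92 in the NT library and 103 in the IL-4 library. Its log2 ratio was -0.79, with a 95% interval from -1.16 to -0.43 that included the threshold. The exact test gave a p-value of 8.98e-06 (BH-adjusted 5.29e-05). The call depended on whether transcript length was taken into account. With the median ratio of the genes nearest in length subtracted, the Trim24 ratio was -0.52, which no longer passed the threshold of 0.75. The adjusted interval ran from -0.89 to -0.17 and still excluded 0. With an assumed biological coefficient of variation of 0.2, Trim24 was no longer called either.

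Crebbp (chromosome 16, 4081334 to 4213957) fell from 561 to 312 counts, a log2 ratio of -0.87 with an interval from -1.08 to -0.67 that also included the threshold. It was called lower, but its ratio was -0.44 once the median of genes of similar length was subtracted. The adjusted interval, from -0.64 to -0.24, excluded 0, but the ratio did not pass the threshold. Crebbp also lost its call with FPKM plus 1, with an assumed coefficient of variation of 0.2 or 0.4, and at a log2 ratio of at least 1. Ep300 (chromosome 15, 81586209 to 81652077), which encodes p300, had a log2 ratio of -0.65 and was not called. It passed at a fold change over 1.5 with a BH-adjusted value of at most 0.05. With the length trend subtracted, however, the Ep300 ratio was -0.20, with an interval from -0.30 to -0.10 that excluded 0. Stat6 (chromosome 10, 127642955 to 127660987) had a log2 ratio of -0.31 and was not called. All 4 of these genes were lower in the IL-4 library.

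**Figure D2:**
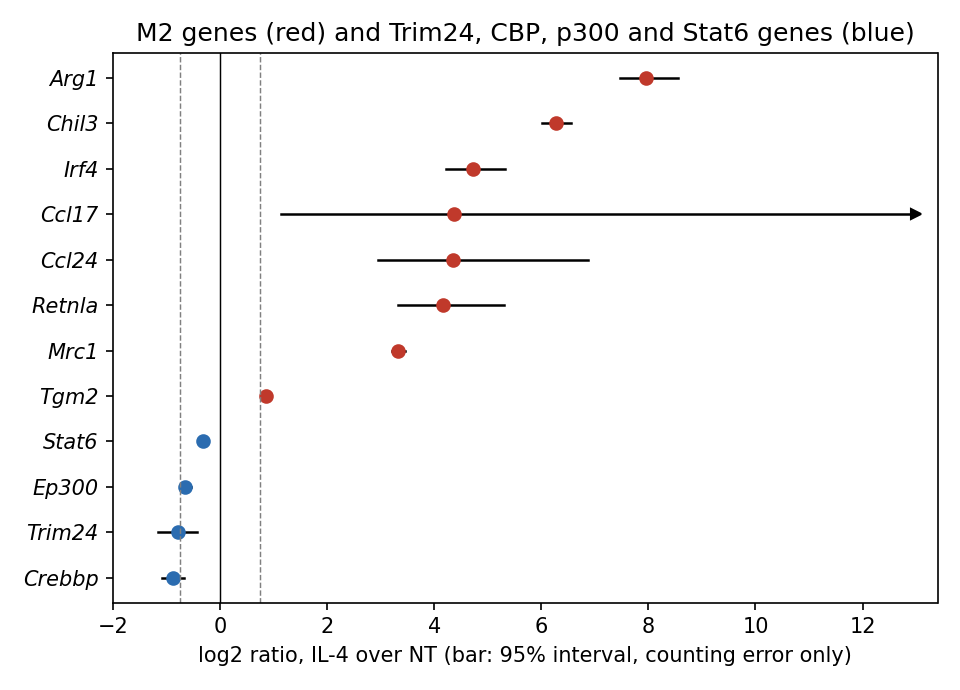
Log2 ratio of IL-4 over NT (x axis) for the 8 M2 genes in red and for Stat6, Ep300, Trim24 and Crebbp in blue, with bars for the 95% interval from counting error and an arrow where the interval has no upper bound. Dashed lines mark 0.75 in either direction, and the intervals of Trim24, Crebbp and Ep300 cross the lower one.

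The transcripts of the lower genes were longer than those of the higher genes. The median transcript length was 4355 bases among the lower genes, 2379 bases among the higher genes and 2707 bases among all tested genes. Across 8463 genes with at least 200 reads in all, the log2 ratio fell with length, with a Spearman correlation of -0.45 across genes, which are not independent. The 10% of these genes with the shortest transcripts had a median log2 ratio of 0.18, and 0.708% of them were called lower. The 10% with the longest transcripts had a median log2 ratio of -0.44, and 22.9% of them were called lower. With the length trend subtracted, a correction chosen after seeing the data, 638 genes were higher and 756 were lower.

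**Figure D3:**
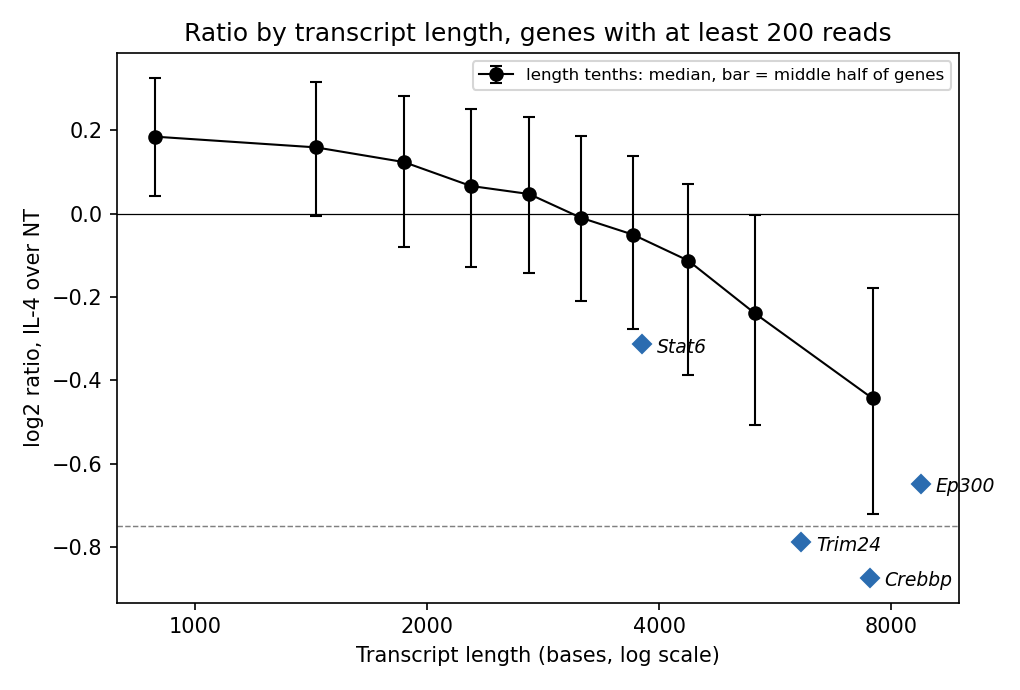
Black points show the median log2 ratio of IL-4 over NT (y axis) in 10 bins of equal gene number, placed by median transcript length (x axis, bases, log scale), with bars that span the middle 50% of the genes in each bin. The medians run from 0.18 in the shortest bin to -0.44 in the longest, and blue diamonds mark Stat6, Trim24, Crebbp and Ep300.

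The largest rises among called genes with at least 50 counts began with Cish (chromosome 9, 107296659 to 107302784), a suppressor of cytokine signalling. Cish had 662 counts in the IL-4 library and was not listed in the NT library, a log2 ratio of 10.34 with a lower bound of 7.46. Adipoq (chromosome 16, 23146536 to 23157968) had 139 counts in the IL-4 library and was likewise not listed in the NT library. Its log2 ratio was 8.10, with a lower bound of 5.19. Arg1, given above, was also among the largest rises. The order of these genes depended on the constant added, since Cish and Adipoq were not listed in the NT library. With FPKM and 0.1 added, the ratio of Arg1 (7.90) exceeded those of Cish (7.61) and Adipoq (6.68). Sprr2a1 and Sprr2a2 on chromosome 3 were tied, each with 109.64 counts in the IL-4 library and a log2 ratio of 7.76. They had equal expected counts in the IL-4 library, so their separate values are uncertain. Summed with Sprr2a3, the family rose from 1 to 342 counts. Gm2026 (chromosome 2, 175965250 to 175981734) had 418.45 counts in the IL-4 library only, but it shares sequence with 4 near-identical genes. The summed counts of these 5 genes were 415 in the NT library and 418 in the IL-4 library, so the separate value of Gm2026 is uncertain.

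The largest falls began with the gene of identifier 627914, which had 272.91 counts in the NT library only and belongs to the same set of near-identical genes as Gm2026. Its separate value is therefore uncertain too. Adra1a (chromosome 14, 66635251 to 66771240) fell from 98 to 9 counts, a log2 ratio of -3.40 with an interval from -4.64 to -2.49. Dach1 (chromosome 14, 97786846 to 98169765) fell from 50.52 to 5 counts, a log2 ratio of -3.24. Sema4d (chromosome 13, 51685529 to 51793678) was the most abundant of these genes and fell from 4905 to 555 counts, a log2 ratio of -3.17 with an interval from -3.30 to -3.04. Nlrp3 (chromosome 11, 59541569 to 59566955) fell from 53 to 8 counts, a log2 ratio of -2.68. Dach1 and Nlrp3 were no longer called when the assumed coefficient of variation was 0.4.

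As a counterpart, 10 proinflammatory genes associated with classical (M1) activation were examined. Their median log2 ratio was 0.00, with counting error from -0.68 to 0.58. It lay at percentile 60.5 of the 10000 matched random lists. Of the 10 genes, 5 had a ratio over 0. The 1 gene called was Tnf, which fell from 99 to 44 counts, a log2 ratio of -1.19 with an interval from -1.74 to -0.67. The 10 genes together had 323 reads in the NT library and 296 in the IL-4 library. The median is the midpoint of Ccl5 (-0.41) and Cd86 (0.41), neither of which was called. Nos2, Il1b, Il6, Il12b, Cxcl10 and Cxcl9 had at most 7 expected counts in either library, so their changes could hardly be measured.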

Values the study reported

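The study reported 1613 genes that went up or down in primary mouse macrophages after IL-4, at a log2 change of at least 0.75 in either direction, a P value of at most 0.05 and a false-discovery rate of at most 0.5. Of these 1613 genes, 63 were reported to encode proteins that bound CBP by mass spectrometry.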

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

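The tests of the length trend in this part were chosen before their results were seen, but after the trend itself had been noticed. The transcript length of each gene, a column that no comparison used, carried a signal. Across 8463 genes with at least 200 reads, the log2 ratio of IL-4 over NT had a Spearman correlation of -0.452 with length. The trend was not limited to called genes, since the correlation was -0.433 among 7667 genes that were not called.

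Several explanations were tested. Counting error gave correlations of at most 0.0294 in size in 100 binomial redraws of the pooled reads. The trend was measured on expected counts, which carry no scaling for length. The correlation was -0.452 in FPKM as well, but length cancels in a ratio of 2 libraries, so this comparison could not separate the explanations. At fixed GC content the correlation was -0.482, so GC content did not account for it. Regulation through the 3′ untranslated region alone would leave no trend with coding length. Yet coding length had a correlation of -0.354 at fixed length of that region. The length of that region in turn had a correlation of -0.211 at fixed coding length, so a partial role for it was not excluded.

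Loss of long molecules from the IL-4 library, through RNA integrity or the selection of fragments, remains a candidate explanation. Among 605 genes whose weighted length differed by over 1% between libraries, 60.8% had the shorter length in the IL-4 library. A response to IL-4 in which long transcripts fall could look alike. With 1 library per group the trend cannot be told apart from a difference between library preparations.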

How the results depend on the processing

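No paired analysis was possible because each group has 1 sample. Every alternative set before the data were examined was run. The length trend, the length and GC trends and the whole-count filter were chosen after seeing the data. The main values were 635 genes higher, 979 lower, a Trim24 log2 ratio of -0.79, an M2 median of 4.35 and an M1 median of 0.00.

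FPKM with 1 added gave 391 genes higher, 399 lower, an M2 median of 3.30 and a Trim24 ratio of -0.52. FPKM with 0.1 added gave a Trim24 ratio of -0.75, just under the threshold in size before rounding. An added constant understates the ratios of genes of low FPKM. The edgeR exact test gave 390 genes higher and 423 lower with an assumed coefficient of variation of 0.2, and 65 higher and 8 lower with 0.4. Trim24, still at -0.79, was called with 0.1 but not with 0.2 or 0.4. Requiring a log2 ratio of at least 1 in size with a BH-adjusted value of at most 0.05 gave 408 genes higher and 476 lower, without Trim24. A fold change over 1.5 with the same BH limit, as in the methods of the study, gave 754 higher and 1207 lower, with Trim24 and also Ep300. Genes with whole counts alone, which were 75.4% of the tested genes, gave 481 higher and 644 lower. Subtracting the length trend gave Trim24 a ratio of -0.52, and subtracting length and GC trends gave -0.56, neither past the threshold. The cause of the other changes was not tested.

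None of the named genes that were called reversed its direction under the alternatives run, and the direction of other genes was not followed. Most of the alternatives could not have reversed a called gene. The threshold and edgeR settings left each ratio as it was, and an added constant only shrinks a ratio. The other scalings shifted every ratio by at most 0.037 in size. The M1 median stayed between -0.14 and 0.04. Under the 3 other scalings, the higher genes ran from 609 to 670 and the lower genes from 880 to 1036. Trim24 stayed called in these, but its ratio of -0.75 with TMM scaling was close to the threshold. Over the named genes other than Trim24, 260 comparisons with an alternative kept their side of the threshold, 12 were weaker and 1 was stronger. Crebbp lost its call with FPKM plus 1, with a coefficient of variation of 0.2 or 0.4, at a log2 ratio of at least 1 and under both length corrections. Tgm2 lost it with 0.2 or 0.4 and at a log2 ratio of at least 1, and Ccl17, Dach1 and Nlrp3 with 0.4. The depth limits genes such as Ccl17, with 10 counts in all, and Trim24, Crebbp and Ep300, whose intervals span the threshold.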

Other observations

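The tests of Trim24 against length, of genes near 0 in 1 library, of Gm2026 and of Fam177a were chosen only after the result was seen, and the test of Adipoq was chosen before its result was seen. Trim24 was lower in the IL-4 library, and the length trend may account for part of the difference. Its log2 ratio less the median of genes of similar length was -0.52, within the threshold of 0.75. About 13% of these genes had a ratio at or below that of Trim24. The adjusted interval of -0.89 to -0.17 excluded 0, so length did not account for all of the difference by counting error alone. Whether the rest is biological was not testable in these data, with 1 library per group. The study separately reported lower Trim24 expression after IL-4 in mouse and human macrophages, by quantitative PCR and immunoblot.

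Genes near 0 in 1 library (at most 1 read) and well counted in the other (at least 30 reads) may owe their ratios to reads divided among near-identical copies. There were 23 such genes, and 60.9% of them had expected counts that were not whole. The share was 24.4% among 7166 other genes in the same range of reads. The 23 genes are not independent, since they include the 5 genes of the Gm2026 set and 3 Sprr2a genes, both treated below. The percentage therefore cannot show how many of the ratios come from divided reads. A gene of this kind with whole counts, such as Cish, shows no sign of divided reads, but the sequence of Cish was not compared with other genes.

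Gm2026 is a case in which the copies could be followed. All the 31-base words of the 1497 bases that GENCODE pairs with Gm2026 were also found in each of Gm14308, Gm4724, Gm14434 and the gene of identifier 627914. Gm2026 was counted in the IL-4 library only, and the other 4 in the NT library only. The log2 ratio of their summed counts was -0.0154, so a candidate explanation is that the same reads were assigned to different copies. The set was first defined by length and counts that were not whole, which took in 4 genes that share no such words. That set of 9 genes gave -0.11, and the definition by sequence replaced it after this was seen.

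Fam177a rose from 1.11 to 323.54 expected counts while Fam177a2 fell from 716.6 to 313.57. All the 31-base words of Fam177a2 were found in Fam177a. The log2 ratio of the summed counts was -0.20, so the division of shared reads is a likely source of the Fam177a ratio. No biological explanation was tested. For Sprr2a1, Sprr2a2 and Sprr2a3 the summed counts had a log2 ratio of 7.81, so division among these copies does not explain the rise of the family.

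Adipoq was read in the IL-4 library only, which might come from adipocyte RNA. In a list of 10 other adipocyte genes the median log2 ratio was -0.0278. That value is the one a gene with no read gets, since 5 of the 10 genes were not listed in either library. Lipe had 252 counts in the NT library and 246 in the IL-4 library. The other listed genes of the list had 6 reads in the NT library and 5 in the IL-4 library. The list did not rise with Adipoq, but so few reads leave adipocyte RNA as a source largely untested.

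Gene lists written before the data were examined gave further values. A list of 8 genes of IL-4 signalling had a median log2 ratio of -0.05, with 3 of 8 ratios over 0. Its called genes were Cish and Socs1, and Socs1 rose from 11 to 355 counts. A list of 7 immediate-early genes had a median of -0.03, with Atf3 as its 1 called gene, which rose from 4981 to 10192 counts. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 1406 reads in the NT library and 1489 in the IL-4 library, while Xist had 6 and 10 reads. A list of 4 genes of resident peritoneal macrophages had a median of 0.59, at percentile 96.6 of random lists. Its counting error ran from 0.19 to 1.08. A list of proliferation genes was also at percentile 96.6. With 21 lists examined, percentiles of this size can arise by chance. In the resident list, Selp was called higher with 25 counts in the NT library and 72 in the IL-4 library, while Gata6, with 54 and 77 counts, was not called.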
